A study of Saccharomyces cerevisiae and Saccharomyces paradoxus and Saccharomyces mikatae with 10 samples.

How the data were processed

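Messenger RNA from 9 yeast strains was sequenced. Per the labels' protocols, each strain was grown at 30 °C for 24 hours in a medium that imitates oak sap (yeast extract at 0.1% and peptone at 0.15%, with glucose and fructose at 0.5% each and sucrose at 1%). It was then diluted to an optical density of 0.1 and harvested at 0.5. Per the labels' protocols, 200 ng of polyadenylated RNA was fragmented and copied with random primers, inserts of about 250 bp were selected, and libraries were amplified for 15 PCR cycles. The labels list 10 libraries. YPS606 had 2 libraries, which the authors joined into 1 column of values, so each strain had 1 value per gene and no spread between libraries of a strain could be computed.

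The deposited values are treated as RPKM (reads or fragments scaled by gene length and by the library total), a unit that neither the labels nor the file headers name. It was inferred from the values of the S. cerevisiae strains. Low values were multiplied by the gene length in the R64 assembly, with a limit of 1 on the product in kb. For 91.4% to 96.4% of the low values used, the products were whole multiples of a step that was constant within a strain. The tolerance for a whole multiple was 0.05, and at least 90% was required. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the file headers. Gene lengths of the other species were not used here, so the steps were not read in S. paradoxus and S. mikatae. In units of M, short for mega, the step size gave an implied total of 57.9 M for Y9, 58.4 M for DBVPG6040, 64.4 M for DBVPG1788, 65.9 M for YJM145, 72.3 M for BC187 and 153 M for the joined YPS606 libraries. Whether these totals count reads or fragments is not stated. The depth of the other 3 strains is unknown. The labels give no sequencing batch or date, so a batch effect could not be examined.

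The authors' table lists 4325 genes under S. cerevisiae systematic names in every strain. Of these, 4284 matched a locus tag of the R64 RefSeq gene table and 41 did not. That table was used for gene symbols, lengths, GC content and neighbours, and no coordinates are given because the build behind the values is not stated. A gene's chromosome was read from its systematic name. A value was missing in at least 1 strain for 65 genes, which left 4260 genes for the distances. Tests of single genes used the 4239 genes with a mean value of at least 1 over the strains. A gene listed at 0 can be a failed estimate: in the S. mikatae strain 423 of 4260 genes are at 0.

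Strains were grouped by the species and the environment in their labels. Environment was compared as wild against non-wild, since wild is the environment with more than 1 strain. Expression distance between a pair of strains was 1 minus Spearman's rho across the 4260 genes. Differences in mean distance were tested with exact permutation tests over all arrangements of the labels, with Benjamini-Hochberg adjustment over the 5 distance tests. Neighbour-joining trees (ape 5.8.1) were built from the distances, with 1000 resamplings of the genes. Single genes were tested on log2(value + 1) with limma 3.58.1 (lmFit, and eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. All fold changes are on this log2(value + 1) scale, which understates the change of low genes. Strains served as replicates. Count tests were not used because the values are not counts. Lists of ribosomal protein, respiratory chain and sugar uptake genes were tested with limma's camera at an inter-gene correlation of 0.01, two-sided, with adjustment over 6 list tests. Of the listed names, 31 of 137 ribosomal protein genes, 31 of 37 respiratory chain genes and 10 of 22 sugar uptake genes were among the genes tested. The respiratory chain list also holds genes of ATP synthase subunits. Besides transporters, the sugar uptake list holds SUC2 and genes of sugar kinases, sensors and regulators, so both lists are wider than their names. The spread of a gene among S. cerevisiae strains and its difference from S. paradoxus were compared with Spearman's rho across genes, without a p-value because genes are not independent replicates.

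Groups, tests, gene lists and most alternatives were chosen before the data were examined. The rule for naming genes took, for each comparison, the 3 genes with the highest and the 3 with the lowest log2 fold change among those past the threshold whose groups did not overlap, or the gene with the smallest p-value where none passed. Alternatives covered the pseudocount (0.1), filters on low values (none, and a mean of at least 10), quantile normalisation, median centring, other distances, covariates, other list tests and leaving out each strain. Added after the data were seen were a restriction to the chromosomes with at most 1 gene at 0 in S. mikatae, a restriction of the gene tests to genes above 0 in every strain, removal of each strain's trend on GC content and gene length (4204 of 4239 genes had both), removal of chromosomes I and XI, and a rho with mean expression held constant.

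The procedures were tested on simulated data. With 200 of 4239 genes changed by 2 on the log2 scale, limma recovered 98.0% of them for 6 against 3 strains, 85.0% for 2 against 3, 94.0% for 5 against 4 and 86.5% for 2 against 4, and made 0 calls when no gene was changed. Every strain was simulated with the spread among the S. cerevisiae strains, and low genes were not among those changed. Recovery in the real comparisons that include the other species can therefore be lower. Of the calls in the simulations with changed genes, 18 of 214, 5 of 175, 13 of 201 and 7 of 180 were of unchanged genes, so for 6 against 3 and 5 against 4 strains the share exceeded the 0.05 that the adjustment aims at. In 40 simulations of 4260 genes with a species effect, the permutation test of the species distance gap reached 0.05 in 100% of them, against 2.5% without one. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.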

Results

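Transcript levels were measured in 9 strains of 3 closely related yeast species. Saccharomyces cerevisiae, the baker's and brewer's yeast, was represented by 6 strains: YPS606 and DBVPG1788 (both wild), DBVPG6040 (fruit juice), Y9 (distillery), BC187 (wine) and YJM145 (clinical). Its wild relative S. paradoxus was represented by N17 and N44, and S. mikatae by IFO1815, all 3 labelled wild. The strains thus came from 5 environments, and the 5 wild strains spanned all 3 species. The question was whether expression profiles group by descent or by environment, which the strains were chosen to set against each other. Each strain had 1 value per gene. The sum of the values ranged from 356258 in IFO1815 to 522913 in N17. CCW12, which encodes a cell wall protein, was the highest gene in every strain except IFO1815, with 3.88% of the sum in N17 and 9.27% in DBVPG6040. In IFO1815 the highest gene was FBA1, with 3.89%.

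The S. mikatae values were incomplete. Of 4260 genes, 423 were listed at 0 in IFO1815, against 1 to 5 genes in each of the other 8 strains. Only 3 of these lay among the 1672 genes of chromosomes I, VIII, IX, XI, XIII, XIV and XV. The remaining 420 lay among the 2588 genes of the other 9 chromosomes, where between 9.84% and 23.7% of genes were at 0.

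**Figure D1:**
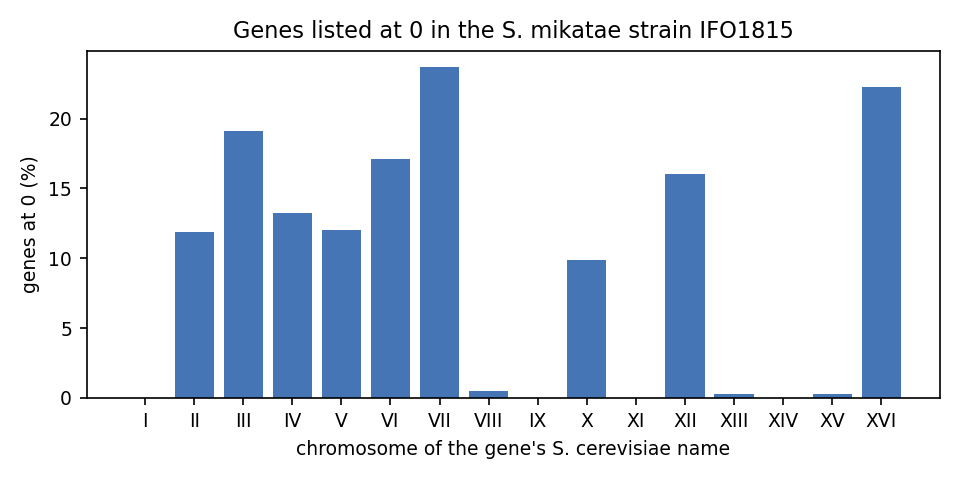
Percent of genes listed at 0 in the S. mikatae strain (vertical axis) for each chromosome named in the S. cerevisiae systematic names (horizontal axis). Bars reach 23.7% on chromosome VII and are below 0.5% on 7 chromosomes.

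Expression distances were first compared by species. The 15 pairs of S. cerevisiae strains had a mean distance of 0.0493 ± 0.0123 (SD over pairs), and the pair of S. paradoxus strains was 0.0961 apart. Pairs of S. cerevisiae with S. paradoxus had a mean distance of 0.129 ± 0.0139 (12 pairs). Pairs of S. cerevisiae with S. mikatae had a mean of 0.217 ± 0.00438 (6 pairs), and pairs of S. mikatae with S. paradoxus a mean of 0.217 (2 pairs). Pairs share strains, so these SDs describe the pairs and are not errors of independent values. Mean distance was larger between species than within species by 0.112 (exact permutation test, one-sided, p = 0.00397, the smallest that 252 arrangements allow; Benjamini-Hochberg adjusted over 5 tests, 0.0198). The alternative on the same distance scale that moved this gap most was the restriction to the 7 chromosomes with at most 1 gene at 0 in S. mikatae, where it was 0.0671. The gap was 0.0772 without IFO1815, 0.121 without N17 and 0.134 without N44. In each of these the exact permutation p was 0.0357, the smallest that the remaining 8 strains allow, and the adjusted value of 0.0714 therefore says nothing about the stability of the gap. On those chromosomes S. mikatae was no farther from S. cerevisiae (0.114 ± 0.00529, SD over 6 pairs) than S. paradoxus was (0.123 ± 0.0113, SD over 12 pairs).

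**Figure D2:**
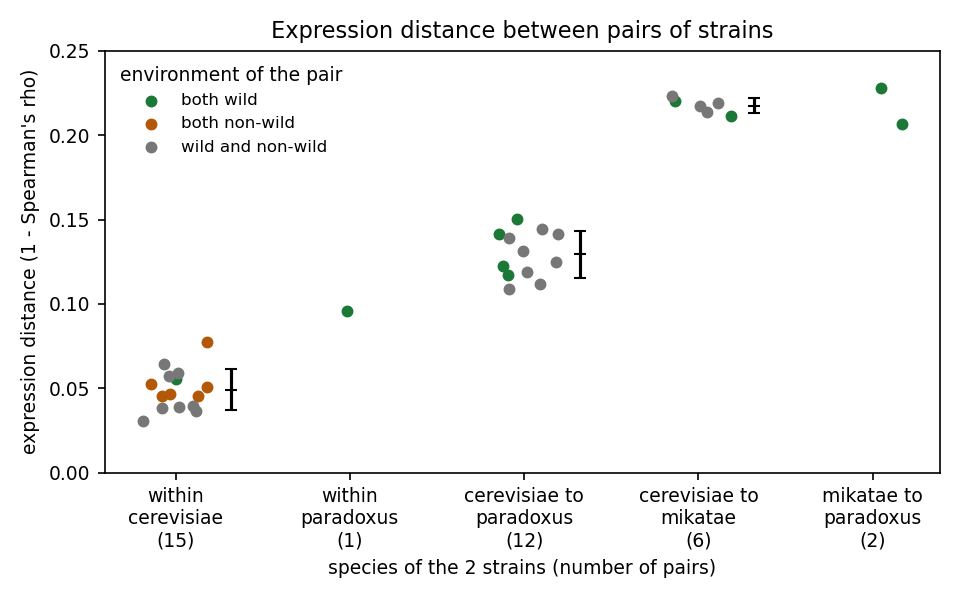
Expression distance (1 minus Spearman's rho, vertical axis) of each of the strain pairs, by the species of the pair (horizontal axis) and coloured by environment, with black bars for the mean and SD where there are over 2 pairs. The 15 pairs within S. cerevisiae lie between 0.0305 and 0.0777, and the pairs of different species lie between 0.109 and 0.228.

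Distances were then compared by environment. Pairs from different environments were closer, not farther, than wild pairs: the mean distance of pairs from different environments minus that of wild pairs was −0.0557 (exact permutation test, one-sided, p = 0.976 over 126 arrangements, smallest possible 0.00794; adjusted 0.976). Because the wild strains span 3 species, the comparison was repeated within S. cerevisiae. There the wild pair was 0.0555 apart and the pairs of a wild with a non-wild strain 0.0456 ± 0.0126 (SD over 8 pairs). Pairs of non-wild strains, also from different environments, were 0.0532 ± 0.0124 apart (SD over 6 pairs). The mean of both kinds of pairs from different environments minus the wild pair gave a gap of −0.00669 (exact permutation test, one-sided, p = 0.733, adjusted 0.917). With 15 arrangements this comparison cannot go below 0.0667. Among the 15 S. cerevisiae pairs the wild pair ranked 11 from the nearest.

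With environment held constant, the species gap among the 5 wild strains was 0.0988 (exact permutation test, one-sided, p = 0.0667; adjusted 0.111). This is the smallest p that 30 arrangements allow, so the design could not reach 0.05. The contrast of descent and environment was tested directly on the wild S. cerevisiae strains. YPS606 had a mean distance of 0.0415 ± 0.0113 (SD, n = 4) from the non-wild S. cerevisiae strains and of 0.161 ± 0.0516 (SD, n = 3) from the wild strains of other species. DBVPG1788 had 0.0496 ± 0.0141 (SD, n = 4) and 0.159 ± 0.0477 (SD, n = 3). The mean difference was 0.115 (exact permutation test, two-sided, p = 0.0286, the smallest that 35 arrangements allow; adjusted 0.0714, not past the threshold after correction). For 8 of the 9 strains the nearest strain was of the same species. The exception was IFO1815, the single strain of its species. Both wild S. cerevisiae strains were nearest to the wine strain BC187, at 0.0305 for YPS606 and 0.0368 for DBVPG1788.

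Trees were built from the distances. The split of the 6 S. cerevisiae strains from the others appeared in 1000 of 1000 gene resamplings (100%, 95% Wilson interval from 99.6% to 100%). The split of the wild from the non-wild strains appeared in 0 of 1000, an interval of up to 0.383%. These intervals cover only the number of resamplings.

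Single genes were compared between the 6 S. cerevisiae strains and the 3 strains of the other species. Of 4239 genes, 265 had a limma Benjamini-Hochberg adjusted p-value under 0.05, 61 higher and 204 lower in S. cerevisiae. The median log2 difference of all genes was −0.10, and quantile normalisation moved it to 0.0039 and median centring to 0.064. Relative to these centres the share of higher genes rose from 23.0% to 40.1% of 392 genes and to 40.8% of 304 genes. The alternative that raised the count most left out S. mikatae: S. cerevisiae against S. paradoxus alone gave 1022 genes, 102 higher and 920 lower, with a median log2 difference over all genes of −0.32, so the excess of lower genes includes a shift of all genes. Leaving out any other strain gave from 109 genes (without YJM145) to 147 (without Y9), except for DBVPG6040, without which there were 309. Groups did not overlap for 15.0% of all genes, where chance gives 2.38%.

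ADH2 (YMR303C), which encodes an alcohol dehydrogenase that uses ethanol, had a mean of 1257 ± 477 (SD, n = 6) in S. cerevisiae and 16.7 ± 5.82 (SD, n = 3) in the other species, a log2 difference of 6.10 (SE 0.39, limma adjusted p = 0.000197). Its close copy ADH1 was not analysed here, and how reads shared between them were assigned is not stated. YLR374C had 36.2 ± 10.8 (SD, n = 6) against 1.74 ± 0.731 (SD, n = 3), a log2 difference of 3.75 (SE 0.28, limma adjusted p = 0.000257). It had no entry in the R64 table, so overlap with its neighbours was not examined and its value is uncertain. YMR007W was listed at 0 in IFO1815, 3.85 in N17 and 7.68 in N44, and ranged from 9.80 to 50.9 in S. cerevisiae (limma adjusted p = 0.0352). It did not pass when any of 6 strains was left out, with limma adjusted p from 0.0632 to 0.0799.

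The genes lowest in S. cerevisiae relative to the other species encode mating pheromones. MFA1 (YDR461W) had 2.74 ± 2.03 (SD, n = 6) in S. cerevisiae and 292 ± 225 (SD, n = 3) in the other species, a log2 difference of −6.18 (SE 0.50, limma adjusted p = 0.000275). MF(ALPHA)1 (YPL187W) had 4.37 ± 4.55 (SD, n = 6) and 255 ± 197 (SD, n = 3), a log2 difference of −5.62 (SE 0.67, limma adjusted p = 0.00236). MFA2 (YNL145W) had 3.16 ± 1.93 (SD, n = 6) and 278 ± 297 (SD, n = 3), a log2 difference of −5.58 (SE 0.66, limma adjusted p = 0.00236). MFA1 and MFA2 encode near-identical peptides, so the division of reads between them is uncertain. For all 3 genes the lowest strain of the other species was above the highest S. cerevisiae strain. With wild as a covariate MFA1 still passed (limma adjusted p = 0.00782), but MF(ALPHA)1 and MFA2 did not (0.0524 for both).

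**Figure D3:**
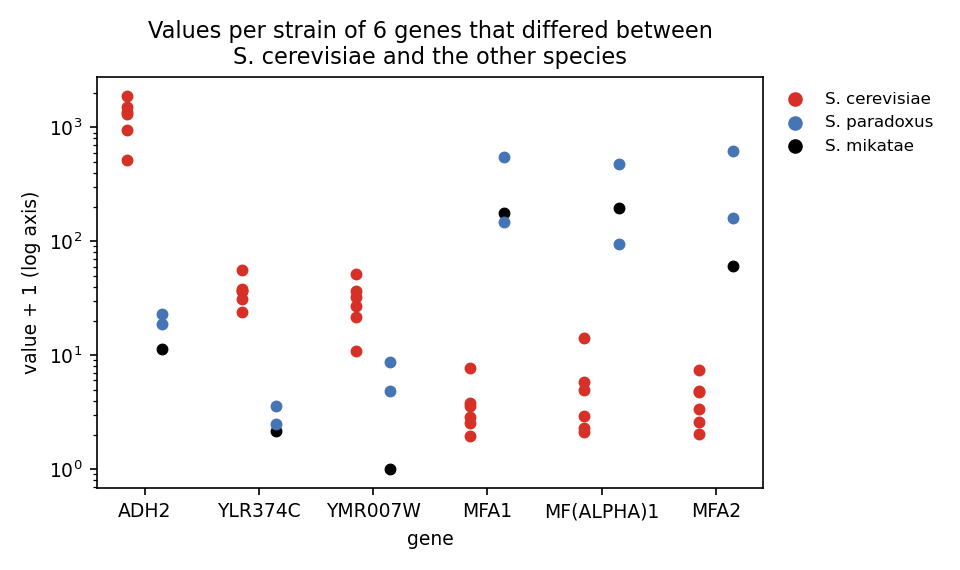
Value plus 1 of each strain (vertical log axis) for 6 genes named by rule (horizontal axis), 1 point per strain. For MFA1 the S. cerevisiae strains reach at most 6.65, and the other strains start at 148.

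The other comparisons of genes gave 0 calls. Among the 5 wild strains, 2 of S. cerevisiae against 3 of other species, 0 of 4239 genes passed and 351 had an unadjusted p under 0.05. Without IFO1815 the same comparison gave 188 genes, and 1022 had an unadjusted p under 0.05. Without N44, 221 did. The gene with the smallest p was ADH2, with a log2 difference of 5.62 and a limma adjusted p of 0.267. It passed in 5 of the alternatives, with limma adjusted p from 0.00126 to 0.0436. AGA2 and BAR1, with log2 differences of −4.96 and −3.47, also had a limma adjusted p of 0.267. The 0 calls among the wild strains therefore do not rule out large changes. Between the 5 wild and the 4 non-wild strains 0 genes passed and 98 had an unadjusted p under 0.05. Leaving out each strain gave from 50 such genes (without N44) to 221 (without DBVPG1788) and 391 (without YPS606), and 0 passed in each case. The gene with the smallest p was VHS1 (YDR247W), with a log2 difference of −1.23 (limma adjusted p = 0.896). Between the 2 wild and the 4 non-wild S. cerevisiae strains 0 genes passed and 55 had an unadjusted p under 0.05 (86 without BC187). The gene with the smallest p was YER053C-A, with a log2 difference of −2.09 (limma adjusted p = 1.00). Groups did not overlap for 29.3% of genes among the wild strains (20% by chance), 0.472% between wild and non-wild strains (1.59% by chance) and 4.77% within S. cerevisiae (13.3% by chance).

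The lists addressed growth, respiration and use of the sugars in the medium. Respiratory chain genes were higher in S. cerevisiae than in the other species by 0.21 on the log2 scale (25 of 31 genes, camera adjusted p = 0.00811), with strain means of 8.12 ± 0.26 (SD, n = 6) and 7.91 ± 0.80 (SD, n = 3), so the difference was within the spread between strains. Without IFO1815 it was −0.10, above the median of all genes in that setting (−0.32), and it still passed under camera, which compares the list with the other genes (adjusted p = 0.0490). Without N44 it did not pass (camera adjusted p = 0.362). Ribosomal protein genes differed by 0.037 (17 of 31 genes higher, camera adjusted p = 0.147; −0.0089 after quantile normalisation) and sugar uptake genes by 0.17 (7 of 10 genes higher, camera adjusted p = 0.264). The ribosomal difference passed without IFO1815 (0.10, camera adjusted p = 0.00101) or YPS606 (0.12, camera adjusted p = 0.0421). Without N17 the ribosomal difference was −0.17, and without IFO1815 the sugar uptake difference was −0.18, also above the median of all genes. Within S. cerevisiae, ribosomal protein genes were lower in the wild strains by a log2 difference of −0.20 (2 of 31 genes higher, camera adjusted p = 0.00795). The wild strains differed from each other by more than this, with means of 9.83 in YPS606 and 10.41 in DBVPG1788. Without YPS606 the difference was 0.090, and it did not pass without Y9 (camera adjusted p = 0.312) or YJM145 (camera adjusted p = 0.269). Respiratory chain genes differed by −0.070 (11 of 31 genes higher, camera adjusted p = 0.893; 0.0066 after quantile normalisation) and sugar uptake genes by 0.15 (7 of 10 genes higher, camera adjusted p = 0.0771). Without DBVPG6040 the respiratory difference was 0.059, and without DBVPG1788 the sugar uptake difference was −0.028. The sugar uptake difference passed without Y9 (0.26, camera adjusted p = 0.00512) or YJM145 (0.22, camera adjusted p = 0.0182). Neither list that passed under camera passed under fry (adjusted p = 0.832 for both) or with an estimated correlation (0.761 for both). Adjusted over the list alone, 11 ribosomal protein, 1 respiratory chain and 3 sugar uptake genes passed in the species comparison, against 10, 1 and 1 over all genes tested. Adjusted over the list alone, 0 genes of any list passed within S. cerevisiae.

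If expression changes were neutral, the spread of a gene within a species would be related to its difference between species. Across 4239 genes, the SD among the 6 S. cerevisiae strains (median 0.29) and the absolute difference from S. paradoxus (median 0.44) had a Spearman rho of 0.169, with a bootstrap SD of 0.0153. In 100 simulations in which the species did not differ, rho had a mean of 0.380 and the median absolute difference was 0.15. The observed differences were thus larger and their relation to the spread weaker than sampling of strains alone gives. The shift of all genes against S. paradoxus (median log2 difference −0.32), which the simulations lacked, adds to the observed differences. After quantile normalisation rho was 0.199. Simulations without a species difference do not show what neutral change would give.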

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

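Of 47 sets of strain values examined for a strain far from the others, 4 stood out, where chance gives about 2.35. All tests in this part were chosen after the values were seen.

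IFO1815 stood apart from the other wild strains with 423 genes at 0, against at most 2 in the others. Low expression was argued against as the whole source, since 78.3% of these genes had a mean of at least 10 in the other 8 strains. Missing values for parts of the genome may be the source: 3 of the genes at 0 lay on the 7 chromosomes with at most 1 each, and 1 of 10000 placements, the real one included, was as uneven (permutation p = 0.0001, one-sided, the smallest they can give). After a gene at 0, the next listed gene was at 0 in 50.4% of cases, against 9.93% of all genes. Part of this gap comes from the chromosomes, since between 9.84% and 23.7% of genes were at 0 on each of the other 9. What made these values missing was not tested, and no biological explanation was tested.

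YJM145 had 5 genes at 0, against at most 2 in any other S. cerevisiae strain, and stood out both among the 6 S. cerevisiae and among the 4 non-wild strains. Depth was argued against by its implied total of 65.9 M, inside the range of the other strains. Low expression may be the source, since the median over these genes of the mean value in the other 5 S. cerevisiae strains was 0.245. No biological explanation was tested.

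YPS606 had an implied total of 153 M, against at most 72.3 M in the other S. cerevisiae strains. The labels list 2 libraries for this strain, and the total divided by 2 was 76.6 M, which is consistent with 2 libraries counted together. No biological explanation applies to a total.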

How the results depend on the processing

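The 18 main results were recomputed under 229 combinations of result and alternative. Of these, 169 kept their direction and their side of the threshold, or changed by less than the spread (for counts of genes, by less than 1.5 times). No paired analysis was possible because the strains compared carry no shared replicate numbers.

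By unadjusted p, the species distance gap, the environment distance gap and the gap within S. cerevisiae kept direction and side in every alternative that gave a p, and so did the direction of both tree splits. Without IFO1815, N17 or N44 the species gap was 0.0772, 0.121 and 0.134, and its exact permutation p of 0.0357 was the smallest that 8 strains allow. Adjusted over the tests with a p in the same setting it was 0.0714, over the threshold by the size of the design. Among the wild strains the species gap was 0.128 with a Pearson distance, 0.370 with a Euclidean distance (another scale), 0.107 with genes of mean at least 10, 0.0769 with genes above 0 in every strain and 0.0476 on the chromosomes with at most 1 gene at 0 in S. mikatae. Leaving out each strain gave 0.0571 (without IFO1815) to 0.135. For the same environment against the same species, leaving out each strain gave 0.0873 (without IFO1815) to 0.135.

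The count of 265 genes between S. cerevisiae and the other species rose to 1022 against S. paradoxus alone and fell to 15 with wild as a covariate, which leaves the species effect to be estimated from the wild strains alone. Leaving out each strain gave 109 (without YJM145) to 1022 genes (without IFO1815). Without S. mikatae, 259 of the 265 genes were among the 1022. Between species within wild strains the count of 0 became 3 after quantile normalisation, 3 with genes above 0 in every strain, 3 with GC content and length trends removed and 11 on the chromosomes with at most 1 gene at 0 in S. mikatae. Leaving out each strain gave 0 to 188 genes, the highest without IFO1815. The wild against non-wild counts stayed at 0 under every alternative run. Removing a wild S. cerevisiae strain from the comparison within S. cerevisiae, or from the species comparison within wild strains, gave no count, since a group of 1 strain was left.

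Spearman's rho between the spread within and the difference between species was 0.215 with a pseudocount of 0.1, 0.199 after quantile normalisation, 0.151 for the difference from S. mikatae and 0.106 with the SD and the mean taken from separate strains. Leaving out each strain gave 0.133 to 0.211. The cause was not tested.

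Among the main results, only gene lists changed direction under an alternative. Under fry, and with an estimated correlation, the respiratory difference between species (0.21) and the ribosomal difference within S. cerevisiae (−0.20) no longer passed, and the same held after quantile normalisation, with 0.22 and −0.053. Quantile normalisation reversed the ribosomal difference between species to −0.0089 and the respiratory difference within S. cerevisiae to 0.0066. Leaving out each strain gave, between species, −0.17 (without N17) to 0.18 for ribosomal, −0.10 (without IFO1815) to 0.66 for respiratory and −0.18 (without IFO1815) to 0.35 for sugar uptake genes. Without IFO1815 the median of all genes was −0.32, so both negative values lay above it, and the respiratory list still passed under camera (adjusted p = 0.0490). Within S. cerevisiae it gave −0.49 to 0.090 (without YPS606) for ribosomal, −0.18 to 0.059 (without DBVPG6040) for respiratory and −0.028 (without DBVPG1788) to 0.34 for sugar uptake genes. Calls under camera changed with single strains. Between species, ribosomal genes passed without IFO1815 (adjusted p = 0.00101) or YPS606 (0.0421), and respiratory genes did not without N44 (0.362). Within S. cerevisiae, ribosomal genes did not pass without Y9 (0.312) or YJM145 (0.269), and sugar uptake genes passed without Y9 (0.00512) or YJM145 (0.0182). The cause was not tested.

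For the named genes, 15 of 156 combinations changed: 10 weaker, 5 stronger and 0 reversed. Of the 10, 8 were of YMR007W, which did not pass with a pseudocount of 0.1 (limma adjusted p = 0.0799), with wild as a covariate (0.159) or without any of 6 single strains (0.0632 to 0.0799). The rest were MF(ALPHA)1 and MFA2 with wild as a covariate (limma adjusted p = 0.0524 for both). With 1 value per strain, the spread between cultures of a strain is unknown, which limits every comparison.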

Other observations

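The tests of haploid-specific genes not examined earlier, of mating genes after quantile normalisation and of the distance of DBVPG6040 without 2 chromosomes were written before their results were seen. All other tests in this part were written after.

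Other splits of the strains were tried for each comparison of genes. Of the 84 splits of the 9 strains into 6 and 3, 1 gave as many genes as the 265 between S. cerevisiae and the other species, the real one, and the next highest count was 1. For the 3 comparisons with 0 genes the count of splits was fixed in advance, since every split gives at least 0 genes: 100 of 100 splits into 5 and 4, 10 of 10 splits of the wild strains and 15 of 15 splits of the S. cerevisiae strains. By the number of genes with an unadjusted p under 0.05, 55 of the 100, 2 of the 10 and 14 of the 15 splits were as large as the real one. These counts rest on numbers of genes that single strains moved: the 98 between wild and non-wild strains became 391 without YPS606, the 351 among wild strains became 1022 without IFO1815, and the 55 within S. cerevisiae became 86 without BC187. Neither of the smaller designs can give a share under 0.05. For the species difference of the lists, 70 of 84 splits were as large for ribosomal protein genes, 49 of 84 for respiratory chain genes and 49 of 84 for sugar uptake genes. For ribosomal protein genes within S. cerevisiae, 10 of 15 splits gave as large a difference relative to the median gene.

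Technical sources may account for part of the 265 genes. With GC content and length trends removed 203 genes were called, of which 131 were among the 265, so these trends may contribute but were argued against as the whole source. Without S. mikatae 1022 genes were called, which argues against its missing values as the source. After quantile normalisation 392 genes were called, 210 of them among the 265, which argues against scaling as the whole source. Descent stays open as an explanation, and so does any difference in how the authors assigned reads in the other species, which was not tested. Haploid cells in the cultures of N17, N44 and IFO1815, considered below for the mating genes, were not tested for the 265 genes and stay open too.

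The larger distance of S. mikatae may come from its missing values. On the 7 chromosomes with at most 1 gene at 0 its mean distance from S. cerevisiae was 0.114, below the 0.123 of S. paradoxus, and for all 6 S. cerevisiae strains S. mikatae was nearer than the S. paradoxus mean. N17 alone was farther than S. mikatae from all 6. N44 was nearer than S. mikatae to Y9 (0.104 against 0.113) and YJM145 (0.109 against 0.117). It was farther than S. mikatae from YPS606, DBVPG1788, DBVPG6040 and BC187. With genes above 0, 1 of 1000 chromosome sets of that size, the real one included, gave as low a distance. Exact zeros alone were argued against: on the other 9 chromosomes with the genes at 0 left out the distance was 0.211, against 0.134 for S. paradoxus. The values above 0 on those chromosomes may thus be affected as well.

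Chromosomes I and XI were higher in DBVPG6040 than in the other S. cerevisiae strains, with median log2 deviations of 0.59 and 0.55. The 2 chromosomes carried 297 of the genes tested, and 91.2% of these were above the median deviation of the strain, which argues against a few strongly changed genes. In the other 94 combinations of a chromosome and an S. cerevisiae strain the largest absolute median was 0.18 (chromosome I in Y9), which argues against scaling between strains. An extra copy of both chromosomes may be the source: the lowest median over 3 equal segments of each chromosome was 0.49, and a change from 2 to 3 copies would give 0.58. Copy number itself was not measured. DBVPG6040 was also the S. cerevisiae strain with the largest mean distance from the others (0.0595, against 0.0547 for Y9, the next strain). Without the 2 chromosomes its mean distance was 0.0556, against 0.0542 for the next strain. The SD over its 5 distances without the 2 chromosomes was 0.0107. Its lead over the next strain was smaller than this SD both with and without the 2 chromosomes. The comparison therefore cannot decide whether the 2 chromosomes may be the whole source of its larger distance, which stays open.

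Mating genes were higher in N17, N44 and IFO1815 than in S. cerevisiae whatever the mating type they belong to. Of 5 a-specific genes and 3 alpha-specific genes with values, all were higher, and for each the lowest of the 3 strains was above the highest S. cerevisiae strain. Median log2 differences were 4.17 and 4.40. Scaling was argued against, since the median over both sets after quantile normalisation was 4.32. Haploid cells of both mating types in the 3 cultures may be the source, since cells that carry both mating types repress these genes. Of 7 haploid-specific genes not examined earlier, 6 had values. All 6 had a higher mean in the 3 strains, with a median log2 difference of 2.01 at percentile 100 of 10000 random lists matched on expression. For 4 of the 6 the lowest of the 3 strains was above the highest S. cerevisiae strain. This did not hold for AXL1 or for FAR1, which was at 26.7 in N44 and 29.8 in DBVPG1788. FUS3 ranged from 41.5 to 199.7 in the 3 strains and from 0.774 to 4.59 in S. cerevisiae. AXL1, at 0.040 the smallest of these differences, was listed at 0 in IFO1815. The 3 haploid-specific genes examined earlier (STE4, RME1 and HO) were at percentile 94.5. IME1, which cells carrying both mating types use to enter meiosis, was not lower in the 3 strains (0.72, percentile 55.4), so it does not add to this explanation. The ploidy of the cultures is not in the labels, and a species difference in the control of these genes stays open as an untested explanation.

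Low expression noise was argued against as the whole source of the relation between the spread within and the difference between species, since rho with mean expression held constant was 0.163. Sampling of strains stays open as a source, since in the simulations it alone gave a mean rho of 0.380. With the SD and the mean taken from separate strains rho was 0.106.

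A few genes had very different values among the 6 S. cerevisiae strains. The median range over genes was 0.76 on the log2 scale, and 14 genes had a range over 4. The following were named after their values were seen, as the genes with the widest range. YHB1 was at 3.53 in YPS606, 8.16 in YJM145 and 27.0 in DBVPG6040, but at 1468 in DBVPG1788, 1673 in Y9 and 2318 in BC187. YGR201C was at 9426 in BC187 and between 21.3 and 45.9 in the other 5 strains. HSP12 ranged from 13.6 in YPS606 to 1792 in Y9. With 1 value per strain, a difference between strains cannot be separated from a difference between cultures.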
